A study of Homo sapiens with 6 samples.

How the data were processed

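RNA sequencing of 6 libraries of primary human CD34+ hematopoietic stem and progenitor cells from cord blood was used. Per the labels' protocols, the cells grew with thrombopoietin, FLT3 ligand, stem cell factor and the interleukins 6 and 3 (each cytokine at 50 ng/mL), were transduced with lentivirus carrying hairpins, and were sorted as CD34+ and GFP+ 3 days later; RNA was isolated with Trizol and libraries were made with an Illumina TruSeq v2 kit. The submitters' processing notes name TopHat, HTSeq, edgeR and the human genome build hg19, with no versions; the annotation, the counting mode and the low-count filter are not given in the sources used here. The deposited table had 12742 genes, numbered up to 22251, and each gene had at least 1 CPM in the authors' normalized columns in at least 2 libraries. It held, per the file headers, whole-number counts per gene and library that the authors had not normalized. The deposited signal columns, named CPM in the headers, equal the count over one constant per library for 100% of values within a relative tolerance of 1e-06, so they are counts scaled to an effective library size and not to the total. The authors' log2 fold change and mean log2 CPM, their p-value and FDR, their likelihood ratio score (LR) and their up or down call are for 1 comparison, per the file headers. The call equals the sign of the fold change where FDR is under 0.05. A further 6 columns of per-library values, which repeat the names of the signal columns, were not used.

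Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. The design was fixed before the data were examined: filterByExpr (which removed 0 of 12742 genes, so the filter had no effect), TMM normalization, and edgeR's quasi-likelihood test with robust fitting, all 6 libraries in one fit with 3 residual degrees of freedom. Contrasts were the mean of both hairpins against control, each hairpin against control, and shCUX1-B against shCUX1-A. Benjamini-Hochberg adjusted p under 0.05 counted as a call, and the standard error of a log2 fold change was its size over the square root of its F statistic. CPM values printed use TMM-scaled library sizes. Exact permutation of 4 knockdown against 2 control libraries cannot give a p below 0.067, so single genes were tested only in the model. Total counts per library were 18794627 and 18761949 for control, 22005964 and 15927106 for shCUX1-A, and 14205298 and 16596345 for shCUX1-B; the 10 most abundant genes took 4.64% to 6.09% of counts. The kit does not keep strand, so a gene and an antisense gene over it cannot be told apart in these counts.

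Of 32 gene lists fixed at the same time, 31 had at least 2 measured members and were tested with camera (preset correlation 0.01) on log2 CPM with a prior count of 2, with estimated correlation and with fry; list medians and means are on this log2 scale. Counts of members higher or lower with shCUX1-B are on the same scale and can differ from counts of edgeR log2 changes. The comparison of shCUX1-B with shCUX1-A was added to the list tests after the design was fixed. Lists share members: 9 of 40 measured monocyte and macrophage genes, for example, are also in another list. Named genes were CUX1, the 12 largest rises and falls of the mean contrast among genes with adjusted p under 0.05, mean log2 CPM of at least 1 and all 4 knockdown libraries on one side of both control libraries, the 5 largest rises and falls of each other contrast by the first 2 criteria, and up to 4 members of each list: the 2 risen and 2 fallen with the smallest adjusted p, or the 2 most abundant where none passed. XIST, TSIX, Y-linked and HLA genes and clone, LOC, LINC, MIR and SNOR names were left out; for the mean contrast 12 falls were taken, 1 of which is not reported here, and CTSH also met the criteria but had a smaller fall than these; no rise met them, and no gene did in the other contrasts. Other genes named were chosen after their values were seen.

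The fit was tested on simulated data with 200 genes changed by known folds. For the mean of both hairpins, run on 12740 genes, it recovered 18% of 2-fold, 80% of 4-fold, 100% of 8-fold and 96% of 16-fold changes, 50 genes each, with 12 false calls among 159. The simulated counts took their spread from the trend over expression, without each gene's own deviation from it, so these shares may be too high for the real data. GC content and transcript length were matched by symbol for 98.2% of genes from a GRCh38 annotation, used for these 2 properties alone and not for coordinates, and each library's trend was removed as an offset fitted with splines of 5 degrees of freedom in an added alternative. Alternatives tried were RLE size factors, DESeq2 1.42.0, edgeR's likelihood ratio test, no filter, a mean CPM of at least 5, each library left out, the replicate number as a block, and only the groups compared (which does not apply to the mean of both hairpins). Added after the data were seen were a crossed block, the GC and length correction, the 4 knockdown libraries as 1 group with either test, and the antigen presentation list without its HLA genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.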

Results

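Gene expression was measured by RNA sequencing in CD34+ hematopoietic stem and progenitor cells, the blood-forming cells of the bone marrow and of cord blood, here primary human cells from cord blood. The cells had been transduced with a lentivirus carrying a short hairpin RNA, which lowers the messenger RNA it matches. Hairpin shCUX1-A or hairpin shCUX1-B targeted CUX1, a homeobox transcription factor, and a control hairpin served as reference. RNA was taken 3 days after transduction from cells sorted as CD34+ and GFP+. The 3 groups held 2 libraries each, and total counts ranged from 14205298 to 22005964 per library over 12742 genes. Nothing in the labels said whether the libraries of a group came from separate donors or cultures, so p-values measured the spread between these libraries, which may be technical. No pair of libraries was close to a repeat deposit: squared deviations were 34.1 to 221 times those of sampling noise over all pairs, with 148 for the control libraries, 169 for shCUX1-A and 38.9 for shCUX1-B. The closest pair, at 34.1, was shCUX1-A replicate 1 with shCUX1-B replicate 2, and shCUX1-A replicate 2 was at 45.6 with shCUX1-B replicate 1, so each shCUX1-A library was closer to an shCUX1-B library than to its own replicate. CD34, whose protein was the sorting marker, had 6.4 to 18 CPM (counts scaled to TMM library size) in the 6 libraries, whereas the eosinophil granule genes PRG2 and EPX had 2710 to 12800 and 2110 to 7530 CPM; these genes were set beside each other after their values were seen.

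The targeted gene was examined first. CUX1 stood at 97.3 and 121 CPM in the control libraries, at 54.5 and 51.3 CPM with shCUX1-A, and at 79.7 and 86.4 CPM with shCUX1-B. The means were 109 ± 16.8 CPM (SD, n = 2), 52.9 ± 2.27 CPM (SD, n = 2) and 83 ± 4.7 CPM (SD, n = 2). All 4 libraries with a CUX1 hairpin lay below both control libraries. With edgeR's quasi-likelihood test, CUX1 fell with shCUX1-A by 1.05 on the log2 scale (SE 0.23, to 48.4% of control, adjusted p = 0.015 over the 4 contrasts of this gene). The mean of both hairpins fell by 0.72 (SE 0.19, adjusted p = 0.019). With shCUX1-B alone the log2 change was -0.40 (SE 0.23, 76% of control, adjusted p = 0.13), and the difference between hairpins was 0.65 (SE 0.23, adjusted p = 0.039). Adjusted over all genes, none of these 4 values passed, at 0.35 for the mean of both hairpins, 0.33 for shCUX1-A, 0.96 for shCUX1-B and 1 for the difference. Without shCUX1-B replicate 1 the unadjusted p of the mean contrast was 0.057, with a log2 change of -0.69. Without any one of the 4 knockdown libraries the difference between hairpins had an unadjusted p of 0.057 to 0.17.

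**Figure D1:**
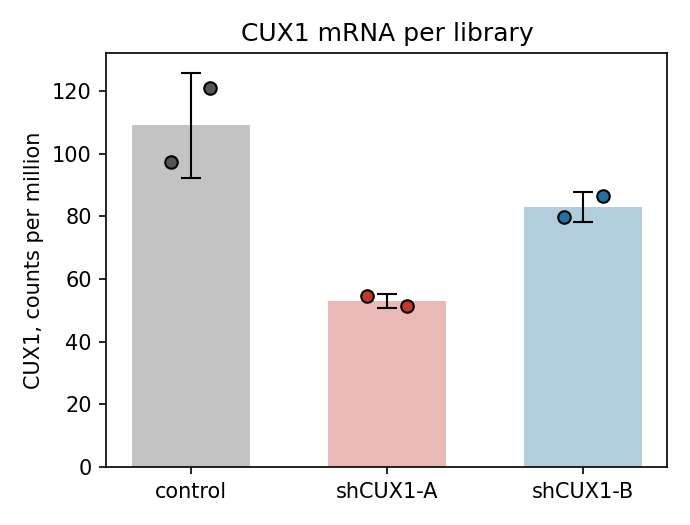
CUX1 in CPM for each library, by group. Bars give the group mean, error bars the SD of 2 libraries and points the libraries, and the libraries with a CUX1 hairpin lie between 51.3 and 86.4 CPM, below both control libraries.

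The main comparison asked what changed when CUX1 was lowered, with the 2 hairpins averaged so that each counted equally. Among 12742 genes tested 15 fell and 0 rose, and chemokines and genes of macrophages were among the 15. CXCL13, a chemokine that attracts B cells, went from 871 and 130 CPM in the control libraries to between 0.0605 and 0.608 CPM in the knockdown libraries, a log2 change of -11.32 (SE 0.95, adjusted p = 0.028). The chemokines CCL3, CCL4 and CCL2 fell by 5.39 (SE 0.45, adjusted p = 0.028), 4.52 (SE 0.44, adjusted p = 0.043) and 3.80 (SE 0.35, adjusted p = 0.034) on the log2 scale. CCL2 averaged 178 ± 6.04 CPM (SD, n = 2) in control and 13 ± 5.94 CPM (SD, n = 4) over the knockdown libraries. MMP9, a secreted gelatinase, fell from 85.3 ± 35 CPM (SD, n = 2) to 2.1 ± 1.29 CPM (SD, n = 4), by 5.54 on the log2 scale (SE 0.37, adjusted p = 0.022).

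The leukocyte immunoglobulin-like receptors LILRA3 and LILRB4 fell by 3.74 (SE 0.23, adjusted p = 0.022) and 2.66 (SE 0.24, adjusted p = 0.033). CD22, an inhibitory receptor best known from B cells, fell by 4.61 (SE 0.38, adjusted p = 0.028). The protease-like ADAMDEC1 fell by 4.09 (SE 0.41, adjusted p = 0.043), from 157 ± 1.87 CPM (SD, n = 2) to 9.39 ± 3.71 CPM (SD, n = 4). HAMP, which encodes the iron hormone hepcidin, fell by 3.78 (SE 0.36, adjusted p = 0.034), and C15orf48 fell by 3.76 (SE 0.32, adjusted p = 0.028). The inflammatory caspase CASP5, the transcription factor OLIG2 and the lysosomal protease CTSH also fell, with log2 changes of -4.70, -4.46 and -2.59; these 3 stood outside the naming rule and were added after their values were seen. CCL3, CCL4, LILRA3 and LILRB4 have near-identical copies or close relatives, so their reads may have been split or dropped in the authors' counting and their levels are uncertain.

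Over all 12742 genes, 1200 were above and 1392 below both control libraries in all 4 knockdown libraries, together 20.3% where chance gives 13.3%. Adjusted p-values in this comparison are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 243 genes higher and 709 lower, against 637 expected by chance in both directions together; edgeR's likelihood ratio test called 40 risen and 268 fallen, and DESeq2 62 risen and 256 fallen. The 15 calls did not outlast the loss of a library: 0 genes passed without control replicate 1, shCUX1-A replicate 1, shCUX1-B replicate 1 or shCUX1-B replicate 2, and 1 passed without control replicate 2 or shCUX1-A replicate 2, while all 15, which had been chosen with all 6 libraries, kept a log2 change below -1 in each case.

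**Figure D2:**
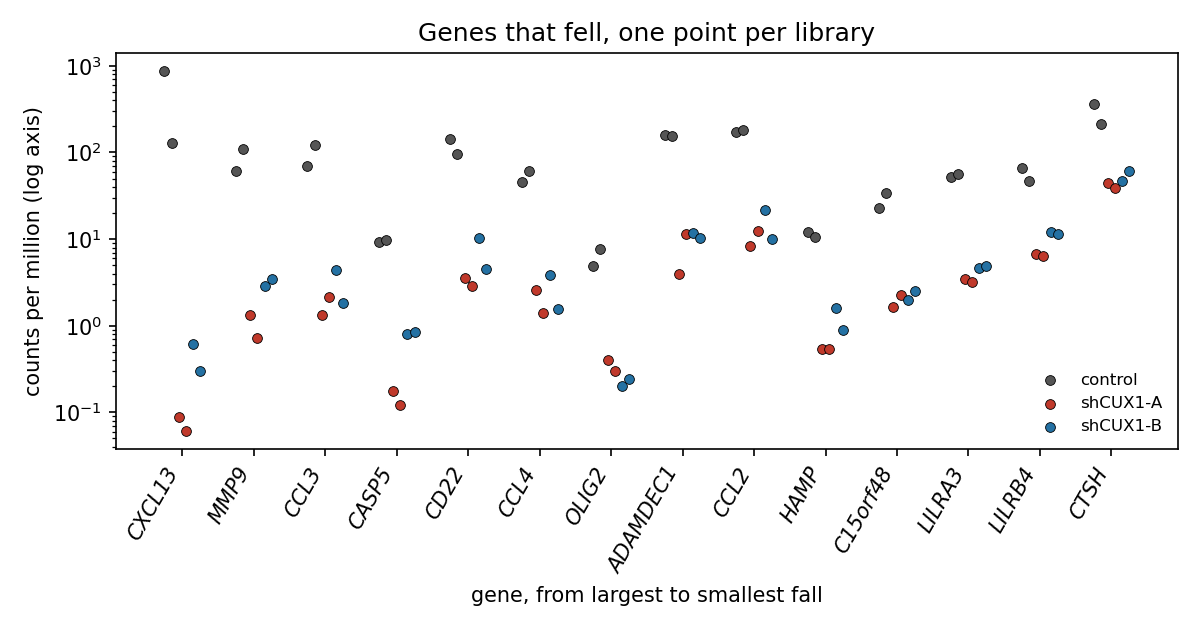
CPM, on a log axis, of 14 genes that fell in the mean of both hairpins against control, with 1 point per library coloured by group. In every gene the 4 knockdown libraries lie below both control libraries, and CXCL13 spans from 871 CPM to 0.0605 CPM.

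Of the 31 gene lists with at least 2 measured members, 14 passed camera with a preset correlation of 0.01, 10 lower and 4 higher, and 0 passed with an estimated correlation or by fry's test of movement in one direction. Estimated correlations among the 14 ran from 0.015 for immediate early genes to 0.892 for G2/M genes. At 0.015, near the preset value, the adjusted p still went from 0.0096 to 0.59. Correlation between members therefore cannot alone explain why no list passed with an estimated correlation. By fry's mixed test, which asks whether members change in either direction and does not compare a list with other genes, 9 of the 31 passed, 5 of them among the 14: the eosinophil, basophil and mast cell (adjusted p = 3e-04), neutrophil granule (0.0028), monocyte and macrophage (0.0028), dendritic cell (0.0034) and inflammatory (0.012) lists. The others, not called by camera, were the B lymphoid (0.00079), cytokine receptor (0.00079), T and NK (0.0028) and chromosome 7q (0.0034) lists. The list of inflammatory cytokines and NF-kB genes, which holds signals that recruit and activate immune cells, was lower as a group (median log2 change -1.38, adjusted p = 1.9e-12; adjusted p = 0.59 with an estimated correlation). Of its 35 measured members 3 fell, 0 rose and 32 did not pass, the 3 being CCL3, CCL4 and CCL2; adjusted over the list alone 18 fell and 1 rose. A fall was called for 16 members in the authors' deposited table. Among the others, IL1B, which encodes interleukin 1 beta, had a log2 change of -3.03 (SE 0.50), TNF of -1.98 (SE 0.32) and NFKB2 of -2.15 (SE 0.31).

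The monocyte and macrophage list was lower too (median -0.77, adjusted p = 5.4e-08; adjusted p = 0.59 with an estimated correlation). Of its 40 measured members 2 fell, LILRB4 among them, 0 rose and 38 did not pass, and adjusted over the list alone 18 fell and 1 rose. CD14, the co-receptor for bacterial lipopolysaccharide, had a log2 change of -2.35 (SE 0.39) and the scavenger receptor MARCO one of -3.25 (SE 0.37), whereas LYZ and VCAN, the most abundant members, had changes of 0.49 and 0.58. Without control replicate 1 the list's median was -0.44 (adjusted p = 0.037).

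Genes induced by interferon were lower as a list (median -0.88, adjusted p = 1.9e-12; adjusted p = 0.59 with an estimated correlation). None of 42 members passed over all genes, and adjusted over the list alone 18 fell and 0 rose. The RNA sensor IFIH1 had a log2 change of -1.62 (SE 0.25) and OAS1 one of -2.90 (SE 0.66). The most abundant members, IFITM2 and STAT2, had values of 0.30 (SE 0.26) and -0.51 (SE 0.19). This list differed between the control libraries, with medians of 0.56 and -0.56 around the control mean. Without control replicate 1 its median was -0.41 (adjusted p = 0.0024).

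The eosinophil, basophil and mast cell list was higher (median 0.71, adjusted p = 6.7e-10; adjusted p = 0.59 with an estimated correlation). None of its 28 members passed over all genes, 6 rose and 0 fell adjusted over the list alone, and 15 were higher in 4 of 4 knockdown libraries than in both control libraries, as were 1200 of the 12742 genes tested. The 6 were MS4A2 (log2 change 1.92, SE 0.27) and FCER1A (0.90, SE 0.22), which encode chains of the high-affinity IgE receptor, CLC (1.85, SE 0.36), which encodes the Charcot-Leyden crystal protein, the granule gene PRG3 (1.93, SE 0.41), ENPP3 (1.30, SE 0.21) and HPGD (1.49, SE 0.40). The most abundant members PRG2 and EPX, both granule proteins of eosinophils, had values of 0.48 (SE 0.55) and 0.29 (SE 0.50). Without control replicate 1 the list's median was 0.42 (adjusted p = 0.0012).

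Glycolysis and hypoxia genes were lower (median -0.84, adjusted p = 8.7e-09; adjusted p = 0.59 with an estimated correlation), with a median of -0.25 without control replicate 2 and of -1.43 without control replicate 1. GAPDH, a glycolytic enzyme, had 3410 and 9050 CPM in the control libraries and between 2910 and 3670 CPM in the knockdown libraries, and PKM had a log2 change of -0.26 (SE 0.25). The unfolded protein and amino acid stress list was lower (median -0.74, adjusted p = 1.4e-05; adjusted p = 0.59 with an estimated correlation) with CALR, a chaperone of the endoplasmic reticulum, at 0.32 (SE 0.26); its median was -0.21 (adjusted p = 0.18) without control replicate 2 and -1.33 without control replicate 1. Ribosomal proteins were lower (median -0.32, adjusted p = 1.1e-05; adjusted p = 0.65 with an estimated correlation), with RPS6 at -0.32 (SE 0.24) and RPS3 at -0.27 (SE 0.26), and the list's median was -0.11 (adjusted p = 0.31) without control replicate 2 and -0.51 without control replicate 1. The list of p53 targets and apoptosis genes was lower (median -0.29, adjusted p = 0.00095; adjusted p = 0.59 with an estimated correlation), with a median of -0.14 (adjusted p = 0.13) without control replicate 2 and of -0.51 without control replicate 1. Of the 29 stress, 46 ribosomal and 32 glycolysis members none passed, over all genes or over the list alone; of 39 p53 and apoptosis members 0 passed over all genes and 2 fell adjusted over the list alone.

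Lists of genes active in dividing and growing cells were higher, with 1 control library deciding the call. The G2/M and mitosis list had a median of 0.50 (adjusted p = 2.7e-07; adjusted p = 0.65 with an estimated correlation), the G1/S and DNA replication list of 0.38 (adjusted p = 0.0011; adjusted p = 0.65 with an estimated correlation), and the list of MYC targets and ribosome biogenesis of 0.41 (adjusted p = 0.0011; adjusted p = 0.65 with an estimated correlation). Without control replicate 2 the medians were -0.06, -0.09 and -0.07, with adjusted p of 0.69, 0.2 and 0.2, and without control replicate 1 they were 1.17, 0.86 and 0.96. Without shCUX1-A replicate 1 the G1/S list had a median of 0.27 (adjusted p = 0.081). MKI67, a marker of proliferating cells, was at 554 and 193 CPM in the control libraries and between 467 and 681 CPM in the knockdown libraries. None of the 48, 46 and 35 measured members passed, over all genes or over the list alone.

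**Figure D3:**
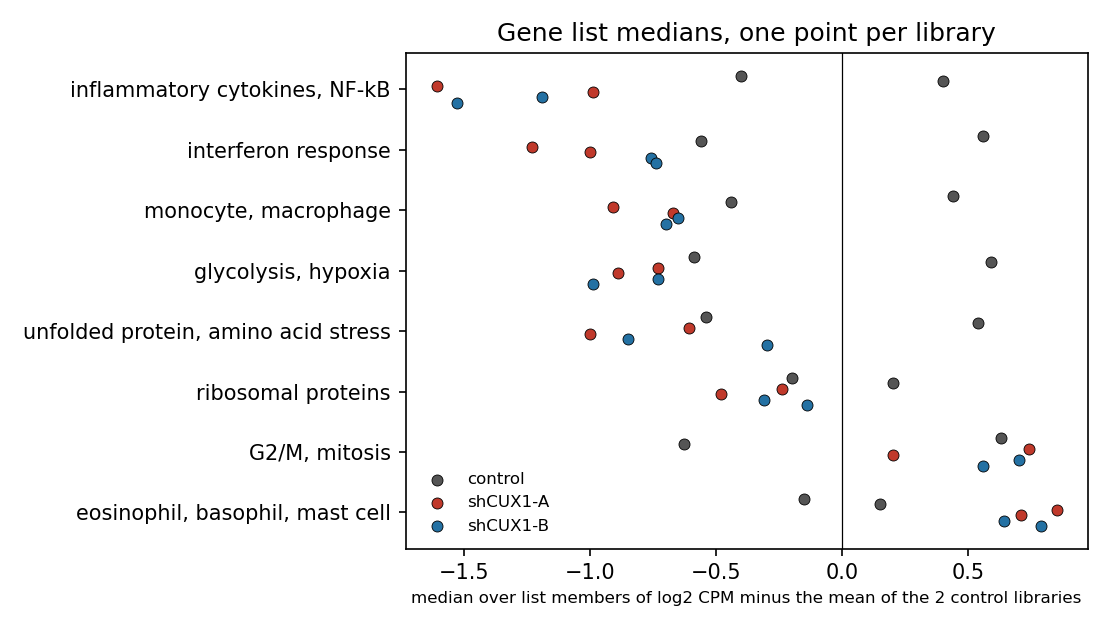
Median over the members of 8 gene lists of log2 CPM minus the mean of both control libraries, with 1 point per library coloured by group. The 4 knockdown libraries lie on one side of both control libraries for the inflammatory, interferon, monocyte, glycolysis and eosinophil lists, whereas for G2/M the control libraries lie at 0.63 and -0.63.

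Neutrophil granule genes had a median of -0.52 (adjusted p = 0.014; adjusted p = 0.59 with an estimated correlation); MMP9 fell, 31 of 32 members did not pass, 2 fell adjusted over the list alone, and the list's median was -0.25 (adjusted p = 0.46) without control replicate 1. Immediate early and stress genes had a median of -0.49 (adjusted p = 0.0096; adjusted p = 0.59 with an estimated correlation); 0 of 29 passed over all genes, 4 fell adjusted over the list alone, and the median was -0.49 (adjusted p = 0.093) without control replicate 1 and -0.24 without shCUX1-A replicate 2. The dendritic cell and antigen presentation list had a median of -0.38 (adjusted p = 0.013; adjusted p = 0.65 with an estimated correlation), with CD74, a chaperone of antigen presentation, at -0.70 (SE 0.35). Of its 26 members 0 passed over all genes, 4 fell and 3 rose adjusted over the list alone, and the median was -0.04 (adjusted p = 0.76) without control replicate 1, -0.77 without control replicate 2 and -0.23 (adjusted p = 0.33) without its HLA genes.

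No call was made by camera for the other lists with at least 2 measured members. The stem and multipotent progenitor list had a median of 0.04 (adjusted p = 0.57), with the transcription factors GATA2 at 0.07 (SE 0.46) and RUNX1 at 0.58 (SE 0.28). The PI3K and AKT signalling list had a median of -0.13 (adjusted p = 0.38), the erythroid list of 0.15 (adjusted p = 0.21), the megakaryocyte and platelet list of 0.20 (adjusted p = 0.12), and the list of chromosome 7q genes deleted in myeloid disease of -0.15 (adjusted p = 0.057). CUX1, the targeted gene, is among the 16 measured chromosome 7q members, and that list was not tested without it. Genes recurrently mutated in myelodysplastic syndrome and acute myeloid leukemia had a median of 0.01 (adjusted p = 0.32), DNA damage repair genes of 0.12 (adjusted p = 0.063), cell cycle inhibitors of -0.17 (adjusted p = 0.21), and adhesion and migration genes of -0.04 (adjusted p = 0.57). Markers of T and NK cells had a median of 0.60 (adjusted p = 0.13, 10 members), and endothelial and stromal markers of -0.26 (adjusted p = 0.38, 12 members). Of the 12 measured B lymphoid markers CD22 fell and 11 did not pass, with a list median of 0.29 and a mean of -0.03 (adjusted p = 0.58). Median and test or mean also differed in sign for cholesterol and fatty acid synthesis (median 0.10, mean -0.05, adjusted p = 0.98), for nuclear-encoded mitochondrial respiration (median 0.01, mean -0.07, adjusted p = 0.89) and for cytokine receptors (median -0.03, camera direction up, adjusted p = 0.96). The histone list had a median of -0.38 (adjusted p = 0.57), and the list of CUX1 relatives and hairpin processing genes one of -0.03 (adjusted p = 0.75). Besides CD22 no member of these lists passed over all genes; adjusted over the list alone, 3 cholesterol and fatty acid genes, 2 adhesion genes, 1 chromosome 7q gene, 1 cytokine receptor gene and CD22 fell, and 1 T and NK and 1 endothelial and stromal marker each rose and 1 each fell. Of the mitochondrially encoded list 0 members were measured.

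Each hairpin was then set against the control on its own, which asks whether both gave the same change. For shCUX1-A against control, 0 genes passed edgeR's quasi-likelihood test, with 769 genes at an unadjusted p under 0.05 (212 higher, 557 lower); edgeR's likelihood ratio test called 27 risen and 179 fallen, and DESeq2 44 risen and 221 fallen. For shCUX1-B against control, 0 genes passed as well, with 621 at an unadjusted p under 0.05 (173 higher, 448 lower), 26 risen and 118 fallen by the likelihood ratio test, and 35 risen and 134 fallen by DESeq2. CCL2 had a log2 change of -4.11 (SE 0.47, adjusted p = 0.12) with shCUX1-A and of -3.50 (SE 0.45, adjusted p = 0.25) with shCUX1-B. By camera, 15 lists passed for shCUX1-A and 13 for shCUX1-B, and 0 with an estimated correlation for either. The inflammatory list was lower with both, with medians of -1.28 (adjusted p = 7.2e-13; adjusted p = 0.58 with an estimated correlation) and -1.34 (adjusted p = 2.5e-12; adjusted p = 0.56 with an estimated correlation). The eosinophil, basophil and mast cell list was higher with both, with medians of 0.77 (adjusted p = 8e-10; adjusted p = 0.58 with an estimated correlation) and 0.78 (adjusted p = 1.5e-09; adjusted p = 0.56 with an estimated correlation), and of 0.47 and 0.48 without control replicate 1. In all, 12 lists passed with both hairpins, 3 with shCUX1-A alone and 1 with shCUX1-B alone. Several of the 12 depended on 1 control library, and some on 1 hairpin library. Without control replicate 2 the medians with shCUX1-A and shCUX1-B were -0.12 and -0.08 for G1/S and -0.19 and 0.04 for G2/M. They were -0.13 and -0.07 for MYC targets, -0.17 and -0.04 for ribosomal proteins and -0.32 and -0.01 for unfolded protein genes. For glycolysis genes they went from -0.87 and -0.92 to -0.20 and -0.27. For p53 and apoptosis genes they went from -0.34 and -0.41 to -0.19 and -0.23. Without control replicate 1 the medians were -0.22 and -0.30 for monocyte and -0.63 and -0.18 for interferon genes. Inflammatory genes stayed at -0.91 and -1.04 without control replicate 2. Without shCUX1-A replicate 1 the shCUX1-A median went from 0.35 to 0.14 for G1/S and from 0.42 to 0.21 for G2/M. For MYC targets it went from 0.37 to 0.40. Without shCUX1-A replicate 2 it went from -0.44 to -0.06 for immediate early genes. Without shCUX1-B replicate 1 the shCUX1-B median went from -0.26 to -0.13 for ribosomal proteins and from -0.62 to -0.29 for unfolded protein genes. The erythroid list had medians of 0.39 with shCUX1-A (adjusted p = 0.0017; adjusted p = 0.63 with an estimated correlation) and -0.07 with shCUX1-B (adjusted p = 0.58); the first was 0.08 (adjusted p = 0.15) without control replicate 2, 0.25 (adjusted p = 0.078) without shCUX1-A replicate 1 and 0.69 without control replicate 1. The dendritic cell list had -0.65 with shCUX1-A (adjusted p = 6.7e-05; adjusted p = 0.6 with an estimated correlation) and -0.14 with shCUX1-B (adjusted p = 0.58); the first was -0.32 (adjusted p = 0.18) without control replicate 1 and -1.03 without control replicate 2. The chromosome 7q list had -0.23 with shCUX1-A (adjusted p = 0.027; adjusted p = 0.58 with an estimated correlation) and -0.07 with shCUX1-B (adjusted p = 0.14); the first was -0.35 (adjusted p = 0.07) and -0.09 (adjusted p = 0.11) without control replicate 1 or 2, -0.08 (adjusted p = 0.41) without shCUX1-A replicate 1 and -0.34 without shCUX1-A replicate 2. Neutrophil granule genes had -0.56 with shCUX1-A (adjusted p = 0.062) and -0.50 with shCUX1-B (adjusted p = 0.0059; adjusted p = 0.56 with an estimated correlation), the second being -0.34 (adjusted p = 0.32) without control replicate 1 and -0.33 without shCUX1-B replicate 1. A list called with 1 hairpin alone need not differ between them, which the direct comparison below tests. The chromosome 7q list holds CUX1, at -1.05 with shCUX1-A, so its call may partly restate the knockdown. Median, mean and test differed in sign with shCUX1-A for the B lymphoid, cholesterol and histone lists, and with shCUX1-B for the stem, cholesterol, mutated gene, cytokine receptor and CUX1 relative lists, none of which passed.

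Because neither hairpin alone had a call, the overlap of calls was 0. At an unadjusted p under 0.05, 377 genes were lower with both hairpins and 125 higher with both, where independent lists would share 19.6 and 2.88. Both contrasts used the same 2 control libraries, too few to be split with 2 on each side, so part of this overlap may come from the controls. In 20 simulations of unchanged groups that shared 2 control libraries, 51.2 genes were lower and 89.6 higher with both on average. Across genes, which are not independent replicates, the log2 changes of the hairpins had a correlation of 0.891 against 0.498 in the simulation, and a covariance of 0.339 against 0.143. The simulation drew the libraries independently, whereas each shCUX1-A library lay closer to an shCUX1-B library (34.1 and 45.6 times sampling noise) than to its own replicate (169 times). Variation shared between libraries of the 2 hairpins for another reason was not simulated, and may raise the overlap, correlation and covariance with no effect of the hairpins.

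The direct comparison of shCUX1-B with shCUX1-A asked whether the hairpins differed. No gene passed edgeR's quasi-likelihood test, with 40 genes at an unadjusted p under 0.05, fewer than the 637 expected by chance, and 0 called by the likelihood ratio test or by DESeq2. The shCUX1-A replicates were 169 times sampling noise apart, but 34.1 and 45.6 times from their closest shCUX1-B library. Those of shCUX1-B were 38.9 times apart. With such spread inside a group, the lack of calls does not show that the hairpins had equal effects. CUX1 itself was 0.65 higher on the log2 scale with shCUX1-B, as given with the CUX1 values. By camera, 9 lists differed between hairpins with the preset correlation and 0 with an estimated one. On the log2 CPM scale, dendritic cell and antigen presentation genes were higher with shCUX1-B in 26 of 26 members (median 0.57, adjusted p = 3.2e-20; adjusted p = 0.5 with an estimated correlation). In the edgeR fit CD74 was at 0.63 (SE 0.41). Erythroid genes were lower in 31 of 34 members (median -0.68, adjusted p = 7.6e-15; adjusted p = 0.5 with an estimated correlation), with TFRC, the transferrin receptor, at -0.76 (SE 0.45); the median was -0.42 without shCUX1-A replicate 1 and -0.37 without shCUX1-B replicate 2. For neutrophil granule genes, which did not pass, the median was 0.07 and the mean -0.08.

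The authors' deposited table compared the 4 knockdown libraries with the 2 control libraries by a likelihood ratio statistic, and called 63 genes risen and 276 fallen at an FDR under 0.05. The authors' deposited table included all 15 genes that fell here, as fallen. The 10 largest rises and 10 largest falls in it, among genes whose mean log2 CPM in that table is at least 1, were taken by a rule set after the data were seen. The largest rise in the authors' deposited table was that of AGR2, which encodes a protein disulfide isomerase (log2 change 5.09, FDR 4.6e-12). AGR2 averaged 0.214 ± 0.219 CPM (SD, n = 2) in control and 7.38 ± 1.3 CPM (SD, n = 4) over the knockdown libraries. HGF, hepatocyte growth factor, had a log2 change of 2.35 (FDR 9.3e-07) in the authors' deposited table, and 3.48 ± 1.56 CPM (SD, n = 2) against 17.2 ± 1.91 CPM (SD, n = 4). The others among these 10 largest rises were KLRK1, WSCD2, KCNH1, MAOB, CACHD1, CYP7B1, EDNRB and IGFBP5, with log2 changes from 2.20 to 3.07. None of the 10 rises passed the quasi-likelihood test, with adjusted p of 0.096 for AGR2 and 0.12 for HGF. Among the 10 largest falls, the quasi-likelihood test did not call CXCL14, IL6, MMP12 and C3, with log2 changes of -7.88, -7.48, -4.92 and -4.56 in the authors' deposited table. IL6, which encodes interleukin 6, had 139 and 909 counts in the control libraries and 1, 0, 17 and 2 in the knockdown libraries.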

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

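The list tests between hairpins and the comparison of splits were chosen only after results had been seen.

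The first results were flagged by a direct test of the 2 hairpins, for CUX1 before adjustment over all genes and for lists with the preset correlation. No gene, CUX1 included, passed over all genes, and 0 of 31 lists passed fry's test of one direction or its mixed test. CUX1 itself was 0.65 higher on the log2 scale with shCUX1-B than with shCUX1-A (SE 0.23, unadjusted p = 0.029), and this p was 0.057 to 0.17 without any 1 of the 4 knockdown libraries. By camera with the preset correlation 9 lists differed, but with an estimated correlation none passed, with an adjusted p of 0.5 for the 2 lists named next and of 0.55 to 0.89 for the others. Dendritic cell and antigen presentation genes were 0.57 higher with shCUX1-B in the list median, and 0.45 to 0.68 with a library left out. Erythroid genes differed by -0.68, but by -0.42 without shCUX1-A replicate 1 and -0.37 without shCUX1-B replicate 2. Interferon response genes (median difference 0.38, 37 of 42 members higher, adjusted p = 4.7e-10) stood at 0.30 (adjusted p = 0.058) without shCUX1-A replicate 1. Monocyte and macrophage genes (0.29, 29 of 40 higher, adjusted p = 6.8e-06) stood at 0.16 (adjusted p = 0.59) without that library. Unfolded protein and amino acid stress genes (0.23, 21 of 29 higher, adjusted p = 0.0016) stood at 0.29 (adjusted p = 0.19) and 0.08 (adjusted p = 0.22) without shCUX1-A replicate 1 or 2, and at 0.44 and 0.13 (adjusted p = 0.27) without shCUX1-B replicate 1 or 2. G2/M genes (0.22, 46 of 48 higher, adjusted p = 0.0018) stood at 0.47 and -0.05 (adjusted p = 0.74) without shCUX1-A replicate 1 or 2, and at 0.14 (adjusted p = 0.37) without shCUX1-B replicate 1. Ribosomal proteins (0.14, 42 of 46 higher, adjusted p = 0.00023) stood at 0.24 and 0.01 (adjusted p = 0.75) without shCUX1-A replicate 1 or 2, and at 0.26 and 0.03 (adjusted p = 0.42) without shCUX1-B replicate 1 or 2. Inflammatory genes (0.05, 20 of 35 higher, adjusted p = 0.015) stood at 0.08 (adjusted p = 0.98) and 0.35 without shCUX1-A replicate 1 or 2, and at -0.05 (adjusted p = 0.89) and 0.26 without shCUX1-B replicate 1 or 2. Histone genes (-0.26, 6 of 9 lower, adjusted p = 0.011) stood at -0.37 (adjusted p = 0.53) and -0.38 (adjusted p = 0.1) without shCUX1-A replicate 1 or 2, and at -0.30 (adjusted p = 0.37) without shCUX1-B replicate 1.

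Of the 276 genes called fallen in the authors' deposited table, 70.7% were higher with shCUX1-B than with shCUX1-A, against 48.7% of all genes, with a median log2 difference of 0.20 in the fit. The 63 genes called risen in the authors' deposited table showed no such difference, with 47.6% higher and a median of -0.01. Removing each library's GC and length trend left 0.19 for the fallen genes, which argues against that trend as the whole cause. The 4 knockdown libraries split into pairs in 3 ways, too few for a share under 0.05: the real split gave 0.21 on the log2 CPM scale and the highest other 0.12, so 1 of 3 was as large. That the deeper loss of CUX1 with shCUX1-A may go with the larger fall was not tested, is not seen in the risen genes, and cannot be separated from hairpin sequence with 2 hairpins.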

How the results depend on the processing

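Alternatives added after the data were seen were the crossed block, the GC and length correction, the 4 knockdown libraries as 1 group and the antigen presentation list without HLA genes. The mean contrast, with 15 genes, gave 318 with DESeq2, 308 with the likelihood ratio test, 9 at a mean CPM of at least 5 (12 of the 15 tested), 101 after the GC and length correction, and 68 or 403 with the 4 knockdown libraries as 1 group by the quasi-likelihood or the likelihood ratio test; RLE and no filter gave 15, and leaving out a library 0 to 1, with 2 residual degrees of freedom in place of 3. The replicate block gave 2; same-numbered libraries had deviations correlated at 0.02, 0.32 and -0.61, so the number does not pair them. The crossed block gave 23 genes for the mean contrast and 2 for shCUX1-A. shCUX1-A, with 0 genes, gave 265 with DESeq2, 206 with the likelihood ratio test and 13 after the GC and length correction; shCUX1-B gave 169 and 144 with the first 2, and both hairpins together 148 and 121. Where no construction is named, the cause was not tested. CUX1 kept its direction throughout: leaving out a library gave -0.87 to -0.53 for the mean contrast and 0.59 to 0.71 for the difference between hairpins.

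Of 14 lists in the mean contrast, 0 passed with an estimated correlation or by fry's test of one direction, and 9 to 16 passed with a library left out; the 15 of shCUX1-A became 0, 0 and 9 to 16, the 13 of shCUX1-B 0, 0 and 10 to 16, and the 9 of the direct comparison 0, 0 and 5 to 10. By fry's mixed test 9, 10, 8 and 0 of the 31 lists passed in these 4 comparisons. Medians for G1/S, G2/M and MYC targets, given in that order, were also taken with each library left out. In the mean contrast they ran from -0.09 to 0.86, -0.06 to 1.17 and -0.07 to 0.96. For shCUX1-A they ran from -0.12 to 0.85, -0.19 to 1.04 and -0.13 to 0.94. For shCUX1-B they ran from -0.08 to 0.88, 0.04 to 1.23 and -0.07 to 0.96. The lowest were without control replicate 2. Between hairpins, G2/M ran from -0.05 to 0.47 and inflammatory genes from -0.05 to 0.35, with the test also turned without shCUX1-A replicate 1 (median 0.08).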

Other observations

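Of the tests below, the removal of the GC and length trend was chosen before its results were seen; the tests of the control libraries and of abundant macrophage genes were chosen after.

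Megakaryocyte genes differed between libraries of 1 group. The megakaryocyte and platelet list had medians of -0.59 and 1.31 in the 2 libraries of shCUX1-A, and 0.35 and 0.11 in those of shCUX1-B, relative to the control mean. The platelet glycoprotein gene ITGA2B was between 1400 and 1920 CPM in every library, whereas THBS1, which encodes thrombospondin 1, was at 814 CPM in shCUX1-A replicate 1 and 5670 CPM in shCUX1-A replicate 2.

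The 15 genes that fell with the mean of both hairpins had a median log2 change of -4.09. One control library alone was tested as a source over all genes: 139 genes, the 15 among them, were at least 1 log2 unit higher in both control libraries than in the other 4, against at most 10 for any of the 8 pairs of 1 control and 1 knockdown library, which argues against it. Removing the GC content and transcript length trend left a median of -4.24, which argues against that trend as the whole cause. Fewer macrophage-like cells in the sorted fraction may lower such genes, and a sort for CD34+ cells, as the labels give it, would remove mature macrophages, although CD34 itself was at only 6.4 to 18 CPM; the 10 most abundant members of the monocyte and macrophage list had a median of -0.19, with 7 of 10 below 0 and values from -1.09 to 0.58, which decides nothing. LYZ, the most abundant member, was at 1460 and 878 CPM in control and between 1310 and 2110 CPM in the knockdown libraries, and 9 of the list's 40 measured genes are also in another list, so a lower level in the same cells and a loss of such cells cannot be told apart.

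Same-numbered libraries of the hairpins deviated from their group means in opposite directions, with a correlation of -0.61 across genes. Each shCUX1-A library lay closest to the shCUX1-B library of the other number, with squared deviations of 34.1 times sampling noise for shCUX1-A replicate 1 and 45.6 times for shCUX1-A replicate 2, against 169 between the shCUX1-A replicates and 38.9 between those of shCUX1-B. Whether replicate numbers were crossed is not given in the sources used here. Removing the GC and length trend of each library left -0.44, between the bounds set for the test, so that trend may account for part of the pattern and cannot be told apart from another difference between libraries, such as a batch that the labels do not give.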
